A study of Drosophila melanogaster with 7 samples. Its data were reported in "CMTr cap-adjacent 2′-O-ribose mRNA methyltransferases are required for reward learning and mRNA localization to synapses" (2022).

How the data were processed

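The measurement was 3′ end RNA sequencing of whole adult fruit flies (Drosophila melanogaster). Per the labels, frozen flies were ground in lysis buffer with heparin, and a portion of the starting lysate, kept aside before polysome fractionation, was made into QuantSeq 3′ FWD libraries, which carry reads from the 3′ end of polyadenylated RNA. The labels place 3 libraries in the wild-type group (WT) and 4 in the group with both cap methyltransferase genes disrupted (KO), all described as biological replicates. The names of the count files carry the abbreviation cyto, which the labels do not use; whether it marks a fraction of the lysate is not given in the sources used here, and the groups follow the labels.

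The authors aligned the reads with STAR to Release 6 of the fly genome and counted them per gene with HTSeq-count, as their methods state. The deposited values of each library are whole-number counts of reads per gene, not normalized, for 17421 gene identifiers, followed by 5 lines for reads given to no gene. Whether the counting used strand is not given in the sources used here, so antisense and overlapping genes are treated as uncertain. The authors also deposited a table of their own DESeq2 comparison, with a mean count over libraries, a log2 fold change with its standard error in log2 units, a test statistic (a score) and p-values before and after adjustment.

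The lines for reads given to no gene were kept out of library sizes and tests. The reads without a gene made up 7.52% to 35.6% of all reads in a file, the ambiguous reads 2.66% to 5.47%, and the reads aligned to several places 36.6% to 68.7%. The reads without a gene overlapped no counted feature and are called reads outside genes below. Whether the features were exons or whole genes is not given in the sources used here, so these reads may lie in introns. Here all reads are the sum of all lines of a file. In WT replicate 2 (31938627) and KO replicate 2 (54008086) this sum exceeded the range of reads per sample that the study states. Reads aligned to several places may thus be counted more than once, which leaves percentages of all reads uncertain. Gene counts per library ran from 3221151 to 8468742. Gene symbols were matched by identifier for 17250 of the 17421 genes (99.0%). Positions come from the Ensembl release 115 annotation of the same Release 6 assembly; the count files hold identifiers and no coordinates, so only the gene models can differ from those the authors counted with.

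All tests used the 7 libraries in the groups of the labels. Counts were fitted with DESeq2 1.42.0 in R 4.3.3 (median-of-ratios size factors, maximum-likelihood fold changes, default independent filtering and outlier handling). The study's methods name DESeq2 with Benjamini-Hochberg adjustment and do not give the other settings. P-values were adjusted by the Benjamini-Hochberg method over 10764 genes that passed the filter on mean normalized counts (6.23). A call needed an adjusted p under 0.05 and at least a 2-fold change, or a 3-fold change for the stricter count. Log2 fold changes are KO over WT. Normalized counts are counts divided by the DESeq2 size factors. Sets of genes were tested with camera (limma 3.58.1) on voom values with TMM factors and a preset correlation between genes of 0.01, two-sided, adjusted over 7 sets. Changes per library are the difference of log2(normalized count + 1) from the mean of the 3 WT libraries. Intervals for shares are exact Clopper-Pearson intervals at 95%. No molecular identifiers were used in the counting as described, so intervals and limits cover counting error only. A count of 0 was taken to allow up to 3 counts. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

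The tests, gene sets, alternatives and the rule for naming genes were fixed before the data were examined, though with the study's paper and part of its own list of changed genes already read. The rule named CMTr1 and CMTr2 in every library; the 5 genes higher and the 5 lower with the smallest adjusted p among 2-fold calls whose 4 KO libraries all lay beyond the 3 WT libraries; up to 3 called members of each set; and, from a list of genes that the study discusses, those with an adjusted p under 0.05, with Fmr1, Cbp80 and scb given in any case. No identifier matched the symbol scb, so scb has no value here. The alternatives were edgeR's quasi-likelihood test (edgeR 4.0.16), limma-voom, TMM or total-count size factors, a filter of 10 counts in 3 libraries, no independent filtering, no outlier handling, shrunken fold changes, the replicate number as a block, and leaving out each library in turn. For sets they were fry, camera with an estimated correlation, total-count scaling, no filter on low counts, the block and leaving out each library. Fits without KO replicates 1 and 2, without KO replicates 3 and 4, with the share of reads outside genes as a covariate (of reads with or without a gene, or of all reads), and with totals that omit the 2 most abundant features were added after the data had been seen. So were 6 lists of tissue marker genes (photoreceptor, neuronal, flight muscle, midgut enzyme, fat body and ovary), written before their values were computed.

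The gene tests and the set tests were first tested on simulated data for the comparison of 4 KO with 3 WT libraries, with counts drawn for 15601 genes from the means and sizes of these libraries and 200 genes changed 4-fold. Fits with a block, a covariate or fewer libraries were not simulated. DESeq2 recovered 67.5% of the changed genes with 14 false calls, edgeR 56.0% with 1 and limma-voom 46.5% with 3. No pair of libraries agreed within sampling noise: the chi-square per degree of freedom between libraries was 29.7 or more, so all 7 counted as separate samples. Polysome fractions were not analysed here.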

Results

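To ask how loss of both cap methyltransferases alters gene expression, mRNA 3′ ends were counted in whole flies. CMTr1 and CMTr2 methylate the ribose of nucleotides next to the mRNA cap. The data comprised 3 WT and 4 KO libraries. Gene counts were 3221151, 8468742 and 7295488 in WT replicates 1, 2 and 3, and 4936270, 7267320, 5348389 and 7290536 in KO replicates 1, 2, 3 and 4. A pair of non-coding features, lncRNA:CR34335 and lncRNA:CR40469, took between 22.2% and 55.7% of the gene counts of a library. Without them, 2506933 to 6223668 counts remained in the WT libraries and 2369854 to 5639895 in the KO libraries.

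The libraries differed in a way that the groups did not explain. Reads outside genes are those that overlapped no counted feature, and some may lie in introns. As a share of these and the reads given to a gene, they made up 32.7%, 30.7% and 20.7% in WT replicates 1, 2 and 3. In KO replicates 1, 2, 3 and 4 the share was 58.6%, 55.5%, 28.3% and 26.6%. By this share KO replicates 1 and 2 lay above every WT library, whereas KO replicates 3 and 4 lay within the WT range. As a percentage of all reads, the reads outside genes were 7.52% to 11.8% in WT and 35.6%, 16.8%, 14.02% and 10.3% in KO replicates 1, 2, 3 and 4, so by that measure KO replicate 3 also lay above every WT library. That percentage is uncertain, since its total may count a read aligned to several places more than once. On the first principal component of the 500 most variable genes, which held 67.9% of the variance, WT libraries scored between -23.9 and -18.9. KO replicates 1 and 2 scored 29.5 and 28.04, KO replicate 3 scored 6.83 and KO replicate 4 scored -0.797.

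The targeted genes were examined first. CMTr1 (symbol Cmtr1, FBgn0029693; Release 6, chromosome X, 4097592 to 4101031, minus strand, protein-coding) had 12, 56 and 16 counts in WT replicates 1, 2 and 3. In KO replicates 1, 2, 3 and 4 it had 1, 0, 1 and 5 counts. The 0 in KO replicate 2 allows up to 0.413 CPM (counts scaled to library size). Normalized counts were 23.0 ± 8.96 (SD, n = 3) in WT and 1.73 ± 1.72 (SD, n = 4) in KO, a log2 fold change of -3.78 (SE 0.99, DESeq2 adjusted p = 0.00601). The adjusted p was 0.0588 in edgeR's quasi-likelihood test and 0.116 in limma-voom. With KO replicates 3 and 4 alone, which had fewer reads outside genes, CMTr1 changed by -2.93 (adjusted p = 0.129).

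CMTr2 (symbol aft, FBgn0026309; chromosome 2R, 17786135 to 17788556, plus strand, protein-coding) had 10, 28 and 13 counts in WT and 6, 0, 0 and 8 counts in KO. The count of 0 allows up to 0.413 CPM in KO replicate 2 and 0.561 in KO replicate 3. Normalized counts were 15.4 ± 1.56 (SD, n = 3) in WT and 3.50 ± 4.06 (SD, n = 4) in KO. The log2 fold change of -2.14 (SE 1.10) did not pass the DESeq2 threshold (adjusted p = 0.266), and it was past the threshold in no alternative that gave an adjusted p. Exons of aft overlap those of Ubc10, so its counts are uncertain. The mutant alleles are small deletions within each gene, and 3′ end reads can come from outside the deleted part; the counts of either gene may therefore not test the labels. All 4 KO libraries were below all 3 WT libraries for both genes.

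**Figure D1:**
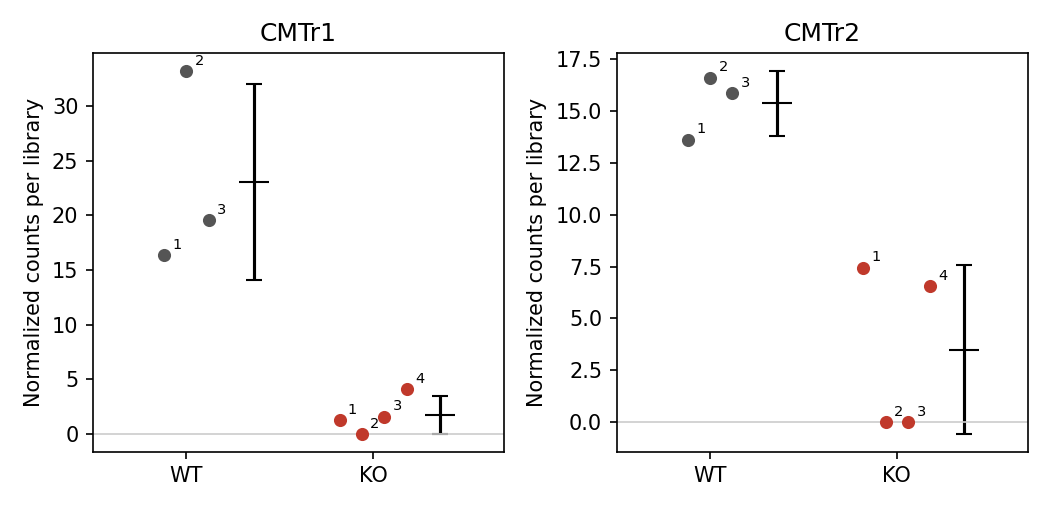
Normalized counts of CMTr1 (left) and CMTr2 (right) in each WT (grey) and KO (red) library; points are numbered by replicate, and the bars give mean ± SD (n = 3 WT, n = 4 KO). For CMTr2, KO replicates 1 and 4 kept 7.46 and 6.55 normalized counts, and the lower end of the KO bar extends below 0 because the SD exceeds the mean.

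Differential expression analysis found 493 genes higher and 127 genes lower in KO by at least 2-fold (DESeq2, adjusted p under 0.05). The corresponding 3-fold counts were 369 and 71. Of the 2-fold calls, 79.5% were higher (95% exact interval 76.1% to 82.6%, given as a description since genes are not independent), a ratio of 3.88 higher to each lower call. Limma-voom moved the number by the largest ratio, to 26 higher and 27 lower genes, and edgeR's test gave 88 and 44. All 620 calls kept their sign in the other DESeq2 fits, apart from the fit with a filter on low counts, which gave a value for 595 of them, all with the same sign, and the fit with reads outside genes as a percentage of all reads, in which 616 kept it. The number rested on single libraries. It was 320 higher and 82 lower without WT replicate 1, 229 and 72 without WT replicate 2, and 225 and 80 without WT replicate 3. It was 183 and 94 without KO replicate 1, 247 and 109 without KO replicate 2, and 841 and 180 without KO replicate 4. Leaving out KO replicate 3 gave 536 and 106. The 3-fold count of higher genes was 209 without WT replicate 2, 208 without WT replicate 3, 150 without KO replicate 1, 205 without KO replicate 2 and 579 without KO replicate 4.

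The excess of higher calls did not hold in KO replicates 3 and 4, whose reads outside genes, as a share of those with or without a gene, lay in the WT range. KO replicates 3 and 4, compared with the 3 WT libraries, gave 104 higher and 114 lower genes, a share higher of 47.7% (95% exact interval 40.9% to 54.6%). KO replicates 1 and 2 against the same libraries gave 1049 and 258, a share of 80.3%; no WT library had such a share of reads outside genes, so within that range no comparison could be made. With this share as a covariate in the DESeq2 model, 113 genes were higher and 103 lower. With the percentage of all reads instead, 78 were higher and 54 lower, a share higher of 59.1% (95% exact interval 50.2% to 67.6%). The median change of the 493 higher calls was 2.57, 2.23, 1.36 and 0.95 log2 units in KO replicates 1, 2, 3 and 4. For the 127 lower calls it was -1.61, -1.94, -1.84 and -1.63.

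**Figure D2:**
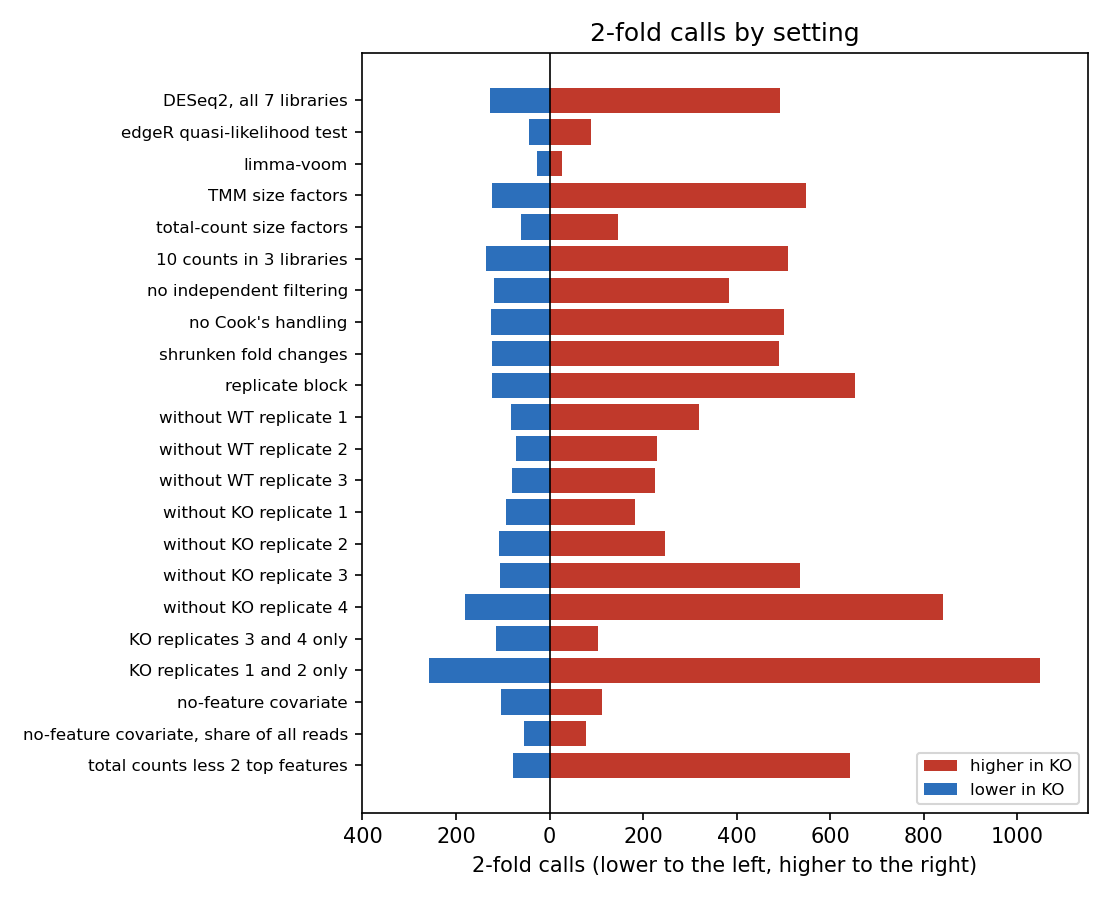
Numbers of genes past adjusted p 0.05 and 2-fold, lower in KO to the left (blue) and higher in KO to the right (red), for DESeq2 on all 7 libraries and for each alternative. Higher calls ranged from 26 in limma-voom to 1049 with KO replicates 1 and 2 only, and lower calls from 27 to 258 in the same settings.

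Genes higher in KO were led by TTLL6B (FBgn0039501, chromosome 3R, 27248234 to 27251007), which rose from 24.0 ± 18.5 (SD, n = 3) to 1391 ± 791 (SD, n = 4) normalized counts, a log2 fold change of 5.90 (SE 0.56, DESeq2 adjusted p = 1.1e-21). Jon74E (FBgn0023197, chromosome 3L, 17548077 to 17549127) changed by 4.27 (SE 0.44, adjusted p = 1.15e-18), from 58.4 ± 27.5 to 1125 ± 538 normalized counts; it has related family members, and reads shared among them leave its level uncertain. The pseudogene CR43105 (FBgn0262565, chromosome 2R, 15374846 to 15375702) changed by 6.51 (SE 0.70, adjusted p = 2.61e-17), from 1.91 ± 0.76 to 169.5 ± 34.02, with the same uncertainty. The gene tei (FBgn0000633, chromosome 2R, 13623044 to 13749367) changed by 4.90 (SE 0.53, adjusted p = 5.68e-17), from 19.3 ± 10.9 to 590.3 ± 349. CG33296 (FBgn0053296, chromosome 2L, 7713998 to 7716645) had 2 counts over the WT libraries and 2026 over the KO libraries, a ratio of 746 after scaling by the summed size factors of each group (95% exact counting interval 206 to 6162); its adjusted p was 6.1e-14 in DESeq2 and 0.0645 in limma-voom.

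Among genes lower in KO, DIP-eta (FBgn0031725, chromosome 2L, 5601723 to 5617946) fell from 265.5 ± 33.0 (SD, n = 3) to 12.005 ± 6.59 (SD, n = 4) normalized counts, a log2 fold change of -4.44 (SE 0.45, DESeq2 adjusted p = 4.24e-19). Cyp6a17 (FBgn0015714, chromosome 2R, 14873953 to 14875739) changed by -6.40 (SE 0.69, adjusted p = 2.61e-17), from 168.4 ± 42.2 to 2.36 ± 2.68. LysE (FBgn0004428, chromosome 3L, 1212827 to 1213406) changed by -3.68 (SE 0.40, adjusted p = 3.58e-17), from 470.5 ± 135 to 36.5 ± 15.7. Both belong to families with similar members, so their counts are uncertain. The antisense RNA asRNA:CR44030 (FBgn0264822, chromosome 4, 959675 to 962692) changed by -5.49 (SE 0.61, adjusted p = 2.22e-16), from 303.2 ± 151 to 7.20 ± 5.48; its exons overlap those of fuss, and the value is uncertain without knowledge of the strand used in counting. CG14418 (FBgn0040354, chromosome X, 2882226 to 2883661) had 862 counts over the WT libraries and 1 over the KO libraries (WT to KO ratio 1171 after the same scaling, 95% exact counting interval 209.6 to 46305; DESeq2 adjusted p = 6.86e-16). All of these genes but CG33296 were past the adjusted threshold in each of the 21 alternatives, including KO replicates 3 and 4 alone.

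**Figure D3:**
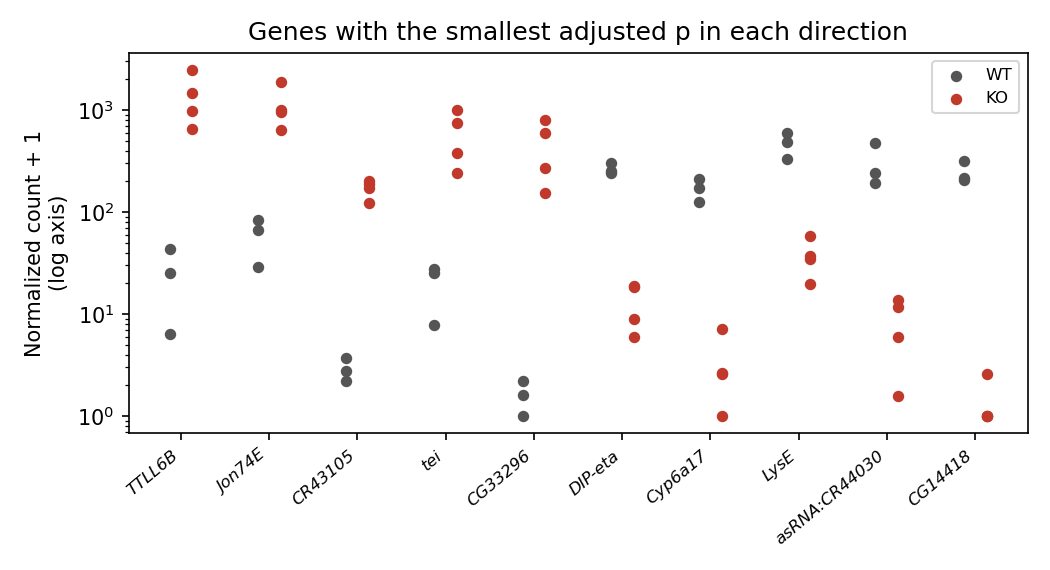
Normalized count plus 1 on a log axis in each WT (grey) and KO (red) library for the 5 genes higher and the 5 genes lower with the smallest adjusted p among calls with separated groups. The 4 KO libraries lay beyond the 3 WT libraries for each gene, a condition of the choice.

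Fixed sets of genes were then tested for a shared direction. The tests took no account of the genomic span of genes, which is examined below. The cell adhesion set (74 genes) was higher in KO, with a mean log2 change of 0.71 (camera adjusted p = 1.67e-07); its median was above all WT libraries in 3 of 4 KO libraries. The set of amine and peptide receptors (GPCR; 38 genes) was higher by 1.11 (adjusted p = 9.59e-09), above all WT libraries in 4 of 4. The ribosomal protein set (85 genes) was lower by -0.48 (adjusted p = 3.84e-14), below all WT libraries in 4 of 4, and the female egg-chamber and yolk set (23 genes) by -0.70 (adjusted p = 6.66e-07), below in 3 of 4. The male accessory gland and testis set (46 genes) was higher by 0.46 (adjusted p = 1.11e-04) in 2 of 4 and the antimicrobial peptide set (17 genes) by 0.54 (adjusted p = 0.0209) in 1 of 4. The male set lost its call without WT replicate 2 (0.172). The antimicrobial peptide set lost its call without WT replicate 2 (0.364) and without KO replicate 3 (0.0946). The cytochrome P450 set (55 genes) did not differ (mean 0.040, adjusted p = 0.653). These calls used a preset correlation: none of the 6 held under fry (adjusted p 0.160 to 0.185) or with an estimated correlation (0.342 to 0.411). With KO replicates 3 and 4 alone against WT, the mean log2 change was 0.15 for adhesion (camera adjusted p = 0.0257), 0.45 for GPCR (0.0014), -0.36 for ribosomal protein (2.16e-08), -0.40 for egg-chamber (9.41e-04), 0.45 for male (1.03e-04), 0.65 for antimicrobial peptide (0.00582) and -0.093 for cytochrome P450 genes (0.749). The 4 scalings tried gave the same direction for 6 of the sets. For cytochrome P450 genes, the DESeq2 median was -5.4e-04 with the main scaling and between 0.10 and 0.24 with the others.

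Members of the sets passed the 2-fold threshold in unequal numbers. Over all genes tested, 11 adhesion genes were higher and 2 lower; adjusted over the list alone, 28 were higher and 2 lower. For GPCR genes, 10 were higher and 0 lower, and 19 and 0 adjusted over the list alone; at an unadjusted p under 0.05 in DESeq2 they were 22 and 0. For cytochrome P450 genes the numbers were 4 and 3, both over all genes and adjusted over the list alone. For antimicrobial peptides they were 2 and 1, and 4 and 1 adjusted over the list alone. Of the ribosomal protein genes 0 were higher and 5 lower by either adjustment, and also at an unadjusted p under 0.05. Of the egg-chamber genes 3 were lower, and 9 adjusted over the list alone, and of the male genes 2 were higher by either adjustment. The number of called members depended on the libraries and the test. Leaving out single libraries gave 3 (without WT replicate 3 or KO replicate 1) to 31 (without KO replicate 4) higher adhesion genes and 1 (without WT replicate 3) to 19 (without KO replicate 4) higher GPCR genes. Higher cytochrome P450 genes ran from 1 (without KO replicate 2) to 5 (without KO replicate 4), and lower ones from 1 (without WT replicate 2) to 3. Lower ribosomal protein genes ran from 4 (without WT replicate 3 or KO replicate 2) to 8 (without WT replicate 1 or KO replicate 3). Lower egg-chamber genes ran from 0 (without WT replicate 3 or KO replicate 2) to 8 (without KO replicate 4). KO replicates 3 and 4 alone gave 2 higher and 3 lower adhesion genes and 1 higher GPCR gene. EdgeR's test gave 1 higher and 1 lower adhesion gene and 1 higher GPCR gene, and limma-voom gave 0 and 1 adhesion genes and 0 GPCR genes, with 30 adhesion and 17 GPCR genes higher by 2-fold at an unadjusted p under 0.05.

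The called members with the smallest adjusted p in the adhesion set were DIP-eta, given above, Dscam4 (FBgn0263219; log2 fold change 2.94, SE 0.57, DESeq2 adjusted p = 4.58e-05) and beat-VI (FBgn0039584; 2.72, SE 0.60, 4.76e-04). In the GPCR set they were SPR (FBgn0029768; 2.66, SE 0.49, 1.18e-05), Dh31-R (FBgn0052843; 1.90, SE 0.51, 0.00934) and Lgr3 (FBgn0039354; 1.91, SE 0.54, 0.0156); exons of SPR and Lgr3 overlap other genes. The size for Dscam4 rested in part on KO replicate 1, with 4676 normalized counts against 542 to 1296 in the other KO libraries: without it the log2 fold change was 1.87, and with KO replicates 3 and 4 alone 1.46, both past the threshold (adjusted p = 9.19e-05 and 9.55e-04). Dscam4 was not past it in limma-voom (0.0965) or with reads outside genes as a percentage of all reads in the model (0.294). SPR was not past it in limma-voom either (0.0625). With KO replicates 3 and 4 alone, beat-VI, Dh31-R and Lgr3 were not past the threshold (adjusted p = 0.219, 0.655 and 0.618), and neither were they in edgeR's test (0.058, 0.0998 and 0.101). Dh31-R was not called without WT replicate 3 (0.0806) or KO replicate 1 (0.104). Lgr3 was not called without WT replicate 2 (0.0849), WT replicate 3 (0.123) or KO replicate 2 (0.133).

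In the cytochrome P450 set they were Cyp6a17, given above, Cyp6a8 and Cyp9h1. Cyp6a8 (FBgn0013772) had 19.3 ± 3.32 normalized counts (SD, n = 3) in WT and 0 counts in all 4 KO libraries; with 3 counts over the KO group as the limit, it was at least 28.3-fold lower (DESeq2 adjusted p = 6.55e-05). Cyp9h1 (FBgn0033775) was higher by 1.79 (SE 0.36, 9.25e-05). In the antimicrobial peptide set, BomS1 (FBgn0034329; 1.68, SE 0.33, 4.47e-05) and BomBc1 (FBgn0034328; 1.26, SE 0.31, 0.00265) were higher and Drsl4 (FBgn0052282; -1.56, SE 0.38, 0.00287) was lower. BomS1 and BomBc1 lie within 2 Mb of CMTr2, so variants linked to the mutant allele are not excluded for them. Drsl4 was not called without WT replicate 3 (0.0825), and neither BomBc1 nor Drsl4 was called in edgeR's test (0.0698 for each). Members of these families resemble each other, and their counts are uncertain to that extent.

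In the ribosomal protein set, RpS21 (FBgn0015521; -1.60, SE 0.33, 1.73e-04), RpL9 (FBgn0015756; -1.23, SE 0.28, 8.48e-04) and RpLP0 (FBgn0000100; -1.14, SE 0.26, 0.00123) had the smallest adjusted p in DESeq2. In the egg-chamber set these were Vm34Ca (FBgn0003983; -1.32, SE 0.37, 0.0113), Cp38 (FBgn0000360; -1.41, SE 0.40, 0.0166) and Cp16 (FBgn0000356; -1.25, SE 0.41, 0.0423). In the male set they were dj (FBgn0019828; 1.17, SE 0.30, 0.00525) and Sfp24Bb (FBgn0259952; 1.21, SE 0.39, 0.0389). In edgeR's test RpS21 was called (adjusted p = 0.043) and the other genes of this paragraph were not (0.0682 for RpL9 to 0.144 for Cp16). With KO replicates 3 and 4 alone, Vm34Ca, Cp38 and Cp16 were not past the threshold (DESeq2 adjusted p = 0.0849, 0.241 and 0.448). The other genes of this paragraph were past it there (0.00195 for RpS21 to 0.0267 for dj). Several calls rested on single libraries. Without WT replicate 3, the DESeq2 adjusted p was 0.148 for Vm34Ca, 0.154 for Cp38, 0.252 for Cp16, 0.0664 for dj and 0.141 for Sfp24Bb. Without KO replicate 2 it was 0.0561 for Vm34Ca, 0.0717 for Cp38, 0.137 for Cp16 and 0.136 for Sfp24Bb. Without KO replicate 1 it was 0.0602 for Cp38 and 0.142 for Cp16, and without KO replicate 3 it was 0.0655 for Cp16 and 0.055 for Sfp24Bb. Cp16 was also not called without WT replicate 1 (0.053) or WT replicate 2 (0.11), nor Sfp24Bb without WT replicate 2 (0.217) or KO replicate 4 (0.0954).

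Of the 12 matched genes from the list that the study discusses, 1 had an adjusted p under 0.05 over all genes and 1 adjusted over the list alone. This was sdt (FBgn0261873), with a log2 fold change of 1.42 (SE 0.46, DESeq2 adjusted p = 0.0402), whose adjusted p was 0.136 in edgeR and 0.713 with KO replicates 3 and 4 alone. It was not called without WT replicate 1, 2 or 3 (adjusted p = 0.148, 0.107 and 0.122) or without KO replicate 1 or 2 (0.263 and 0.0694). Fmr1 (FBgn0028734) had 265.9 ± 53.2 (SD, n = 3) and 237.5 ± 46.7 (SD, n = 4) normalized counts in WT and KO, a difference smaller than the spread between replicates (log2 -0.17, SE 0.32, adjusted p = 0.845). Cbp80 (FBgn0022942) had 63.98 ± 7.20 and 64.7 ± 22.04 (log2 0.024, SE 0.42, adjusted p = 0.989); its exons overlap those of Torsin and CG3009.

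The fit was set beside the authors' deposited table of the same comparison. Of 120 subsets of the libraries, all 7 together gave the mean counts in the authors' deposited table, with a median difference of 6.43e-09%, against 3.74% for the next closest subset. Of 620 genes called here by 2-fold, 594 were also called in the authors' deposited table, all with the same sign. Across 15601 genes, which are not independent replicates, log2 fold changes had a Pearson correlation of 0.830 and a Spearman correlation of 0.937. With shrunken fold changes in the fit here, the median absolute difference from the authors' deposited table was 2.2e-05 log2 units, against 0.12 without shrinkage. The authors' deposited table holds 477 genes higher and 130 lower by 2-fold, and 262 and 70 by 3-fold.

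Genes with a long genomic span differed from short ones in part of the KO libraries. The median change of 556 genes spanning 32 kb or more exceeded that of 7105 genes under 4 kb by 0.85 and 0.97 log2 units in KO replicates 1 and 2. The difference was 0.10 in KO replicate 3, -0.15 in KO replicate 4, and between -0.24 and 0.11 in the WT libraries. In KO replicates 1, 2, 3 and 4 the median change of these long genes was 0.81, 0.92, 0.16 and -0.083. That of the adhesion set was 1.47, 1.28, 0.52 and 0.10, and that of the GPCR set 1.79, 1.53, 0.62 and 0.34. The set tests were not matched for span, so a rise of long genes may account for a part of both set results.

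**Figure D4:**
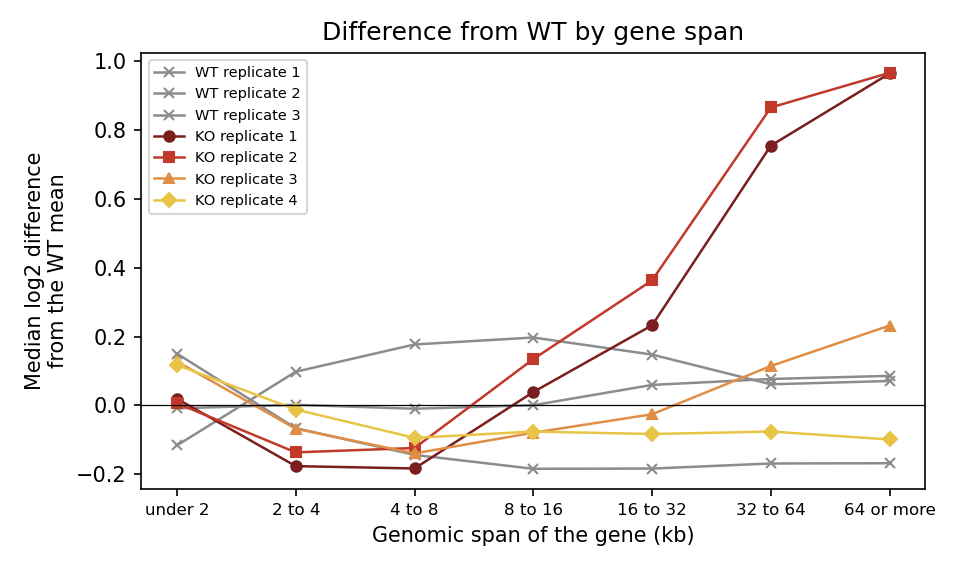
Median log2 difference from the WT mean of tested genes in 7 classes of genomic span (kb), with a line for each WT (grey) and KO (coloured) library. In the class of 64 kb or more, KO replicates 1 and 2 both stood at 0.97, KO replicate 3 at 0.23 and KO replicate 4 at -0.10.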

Values the study reported

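For double mutant flies against controls, the study reported 701 upregulated and 197 downregulated genes at an adjusted p-value below 0.05 and a change of 2-fold or more. With a 3-fold threshold it reported 244 genes up and 80 genes down. It gave the excess of upregulated over downregulated transcripts as 3.5-fold.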

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

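All tests here were chosen after the data had been seen. The one on genomic DNA was set out before its own value was computed, and those on pairs of KO libraries, depth, scaling and the counts of CG14418 after. The one on scaling draws in part on fits fixed before the data were examined, those with TMM and total-count size factors. The KO group has 4 libraries, and 53 values per library were examined for a KO library far from the rest; chance alone marks about 1 in 20 such groups, and 1 was marked. WT, with 3 libraries, was not examined in this way.

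Reads outside genes, those that overlapped no counted feature, were not part of any gene comparison. Their share of reads with or without a gene stood above that of every WT library in KO replicate 1 (58.6%) and KO replicate 2 (55.5%), against 20.7% to 32.7% in WT. Of all reads, KO replicate 3 (14.02%) stood above WT (7.52% to 11.8%) as well, and the pair of KO libraries without the excess holds it, so the link to reads outside genes depends on how the share is taken. The total of all reads may count a read more than once, which makes that share the less certain of the pair. In KO replicates 1 and 2 the 2-fold calls ran mostly one way: the pairs of KO libraries that held one or both of these kept an excess of higher calls, from 66.2% for KO replicates 2 and 4 to 83.5% for KO replicates 1 and 3, so the small number of libraries alone does not account for the loss of the excess in KO replicates 3 and 4 (47.7%). Genomic DNA read evenly along exons, as the whole source, is argued against. In KO replicate 2, the higher calls gained a median of 80.1 normalized counts per kb of exon, while 2721 genes without any WT count reached 0.747 per kb, a ratio of 107, and in KO replicate 1 the ratio was larger (144). This test took the place of an earlier one on the number of genes detected, whose values had already been seen. The higher calls were chosen for their gain, which raises the ratio, and it was also 80.4 in KO replicate 3 and 39.1 in KO replicate 4. Genomic DNA read unevenly was not tested and stays open. Depth is argued against as well: without the 2 most abundant features KO replicate 1 held 3159699 counts and KO replicate 2 held 5639895, both inside the WT range of 2506933 to 6223668. Scaling does not remove the excess, since the lowest share of higher calls over the other scalings was 71.0%. What remains open is that the excess may go with whatever raised the reads outside genes in these libraries, such as RNA quality, or that KO flies of these replicates differed biologically; the labels give no batch by which to separate these. Unspliced RNA of long genes may be a part of it and is not enough alone, since genes of short span kept the excess (79.0%).

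CG14418 was marked because KO replicate 3 had 1.58 normalized counts, from 1 count, and the other KO libraries had 0. Fisher's exact test of the counts against the other KO libraries gave a two-sided p of 0.215, but with 1 count in total no outcome in this library could pass the threshold, so the test does not decide and counting error stays open. No biological explanation was tested.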

How the results depend on the processing

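The fits on part of the KO libraries, with the share of reads outside genes as a covariate (of reads with or without a gene, or of all reads), and with totals that omit the 2 most abundant features were chosen after seeing the data, and so was the recount of the study's list and of calls shared with the authors' deposited table under each alternative.

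All 620 2-fold calls kept their sign in the other DESeq2 fits, apart from the fit with a filter of 10 counts in 3 libraries, which gave a value for 595, all with the same sign, and the covariate of all reads, where 616 kept it; in edgeR's test and limma-voom the 599 that were given a value kept it. Their number did not hold. By 2-fold, edgeR's test gave 88 higher and 44 lower genes, limma-voom 26 and 27, and total-count size factors 147 and 60. By 3-fold the numbers were 87 and 41, 25 and 27, and 147 higher. Shrunken fold changes gave 244 higher by 3-fold, which follows from smaller fold changes. KO replicates 3 and 4 alone gave 104 higher by 2-fold and 75 by 3-fold, and KO replicates 1 and 2 alone 1049 and 258 by 2-fold and 806 and 164 by 3-fold. The covariate gave 113 higher by 2-fold and 84 by 3-fold, the covariate of all reads 78 higher and 54 lower by 2-fold and 69 higher by 3-fold, and omitting the 2 most abundant features left 77 lower. Leaving out single libraries gave 183 to 841 higher and 72 to 180 lower by 2-fold, and 150 to 579 higher by 3-fold. Other alternatives stayed within 1.5 times. The cause was not tested, apart from the fewer samples in the fits on part of the libraries.

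The share of higher calls, 79.5%, was 66.7% in edgeR's test, 71.0% with total-count size factors, 52.3% with the covariate, 59.1% with that of all reads, 89.3% without the 2 most abundant features, and 66.1% to 83.5% on leaving out single libraries. Lower calls outnumbered higher ones in limma-voom (49.1% higher) and in KO replicates 3 and 4 alone (47.7%). With the totals without the 2 most abundant features, the median change of all genes was 0.14 log2 units, against -0.011 in the main fit. The median changes of sets relative to the median of all genes kept their direction.

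With the replicate number as a block, the paired fit gave 654 higher and 124 lower genes by 2-fold and a share of 84.1%. The numbers do not pair the libraries: deviations of same-numbered WT and KO libraries had correlations across genes of -0.0053, -0.13 and 0.085. Under the block no set changed its call; of the named genes Cyp6a8 (adjusted p = 0.389) and Sfp24Bb (0.188) were not called, and Cbp80 stood at -0.17.

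CMTr1 kept its direction, at -3.67 in edgeR's test, -4.09 in limma-voom, -2.93 in KO replicates 3 and 4 alone and -3.29 with the covariate, but was not past the threshold there (adjusted p 0.0588 to 0.157); the other alternatives with an adjusted p kept the call (0.00211 to 0.0431). DESeq2 gave no adjusted p without outlier handling, with the covariate of all reads or without WT replicates 1 or 2, because the gene fell under the count filter. CMTr2 was lower and not past the threshold wherever an adjusted p was given (0.0683 to 0.703); none was given without outlier handling, with shrunken fold changes, with the covariate of all reads or without any one of the WT replicates.

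Under fry, the adjusted p was 0.185 for adhesion and antimicrobial peptides and 0.160 for GPCR, ribosomal, egg-chamber and male sets. With an estimated correlation it was 0.342 for adhesion, GPCR, ribosomal, egg-chamber and male sets and 0.411 for antimicrobial peptides. In KO replicates 1 and 2 alone, antimicrobial peptides (0.242) and male genes (0.0849) were not called. Cytochrome P450 genes pointed lower in KO replicates 3 and 4 alone (0.749), with the covariate (0.698) and without WT replicate 2 (0.618), never past the threshold; over single libraries left out their adjusted p ran from 0.292 to 0.882. For antimicrobial peptides this range was 0.00103 to 0.364 and for male genes 7.32e-07 to 0.172. The remaining set results kept direction and call.

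Calls shared with the authors' deposited table numbered 131 in edgeR's test, 53 in limma-voom, 202 with total-count size factors, 158 in KO replicates 3 and 4 alone, 166 with the covariate, 112 with that of all reads, and 261 to 568 on leaving out single libraries. Of the study's list, 0 genes were called in edgeR's test, in limma-voom, with total-count size factors, without independent filtering, in KO replicates 3 and 4 alone and with either covariate, 3 in KO replicates 1 and 2 alone, and 0 to 1 on leaving out single libraries. At an unadjusted p under 0.05 the list had 1 gene in edgeR's test and limma-voom and 0 in KO replicates 3 and 4 alone and with either covariate.

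Of 29 called named genes other than CMTr1, 11 were called in all 21 alternatives that gave an adjusted p. Limma-voom removed 17 of these calls, edgeR's test 13, the covariate of all reads 12, total-count size factors 11, and KO replicates 3 and 4 alone and the covariate 7 each; single libraries left out removed between 1 and 9. Cbp80, never called, changed sign in KO replicates 1 and 2 alone (-0.15) and ran from -0.10 to 0.24 over single libraries left out. Depth limits CMTr1 and CMTr2, with 56 or fewer counts in any library.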

Other observations

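The main fit and the fit with shrunken fold changes, which gave numbers of calls below, were fixed before the data were examined. All other tests here were chosen after the data had been seen. The one on head tissue was set out before its own value was computed. Those on splits of the libraries, rank separation, gene span, the share of ovary, KO replicate 4 and the position of lower calls were set out after.

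The number of 2-fold genes was 493 higher and 127 lower in KO. Both are lower than the values quoted from the study above. The number of 3-fold genes higher in KO was 369. That is higher than the value quoted from the study above. The number of 3-fold genes lower in KO was 71. That is lower than the value quoted from the study above. With shrunken fold changes, the estimate that matched the fold changes in the authors' deposited table, the numbers were 490 and 122 by 2-fold and 244 and 58 by 3-fold. Shrinkage thus removed only the difference in genes higher by 3-fold and made the others larger. The authors' deposited table itself has 477 genes higher and 130 lower by 2-fold, and 262 and 70 by 3-fold, and so does not hold the quoted numbers either.

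Chance could not be excluded for the number of calls: 2 of the 35 splits of the 7 libraries into 4 and 3 gave as many 2-fold calls as WT against KO. The other one set KO replicate 4 with the 3 WT libraries and gave 985 calls, against 620, and the next split gave 240. That split leaves KO replicates 1, 2 and 3 together, and so holds both libraries with many reads outside genes on one side. It also sets these KO libraries apart from all 3 WT libraries, so it carries much of the real contrast and is no clean measure of chance. The fit on KO replicates 3 and 4, whose share of reads with or without a gene lies in the WT range, gave 218 calls.

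Of 10764 tested genes, 821 (7.63%) had all 4 KO libraries above all 3 WT libraries and 851 (7.91%) had all 4 below, against the 2.86% that chance gives each way. Of the 2-fold calls, 363 higher and 126 lower ones were separated in this way. At an unadjusted p under 0.05, 1455 genes were higher and 748 lower.

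Long genes stood higher in KO replicates 1 and 2, by 0.85 log2 units or more over short genes. Unspliced or intronic RNA may be one source of the higher calls, but these values do not decide it. Reads in introns would raise a gene's count only if introns were counted, and would then not be reads outside genes. If exons alone were counted, such reads would lie outside genes as defined here and would not raise the count. Which was done is not given in the sources used here. Whether the libraries hold RNA of the whole lysate or of a part of it bears on this and stays open. A rise of long genes is not enough to account for the higher calls: among genes under 4 kb, 297 calls were higher and 79 lower, a share of 79.0% (95% exact interval 74.5% to 83.0%). A larger share of head tissue is argued against. Neuronal genes were higher by 0.67 and 0.66 log2 units in KO replicates 1 and 2, but the 23 photoreceptor genes stood at -0.24 and 0.066, a mean of -0.086, against -0.18 to 0.16 in WT: below that range in the first and within it in the second. Of their 3 most abundant genes, Arr2 and ninaE were lower, at 1047 and 416 normalized counts in KO replicate 1 and 1008 and 342 in KO replicate 2 against WT means of 1826 and 671, whereas ogre was higher, at 1701 and 750.2 against 552. A smaller share of ovary as the only change, which would raise all other tissues alike, is argued against by the gap between neuronal and photoreceptor genes. This gap was 0.59 log2 units or more in these libraries and -0.10 to 0.024 in WT. The gap was also above WT in KO replicate 3 (0.48) and KO replicate 4 (0.24). A first form of this test, the range over all the other tissue lists, did not decide the question and was replaced. Of the neuronal genes 3, and of the ovary genes 1, also belong to the fixed sets. In KO replicates 1, 2, 3 and 4 the flight muscle list had medians of 0.79, 0.37, 0.18 and 0.23, the midgut enzyme list -0.14, 0.051, -0.83 and -0.38, the fat body list 0.16, 0.22, -0.34 and -0.045, and the ovary list -0.46, -0.20, -0.41 and -0.080. The ovary list thus stood below its WT range (-0.12 to 0.22) in KO replicates 1, 2 and 3, so a smaller share of ovary as a part of the change stays open. A change within neurons themselves remains open, as does a response to the genotype that differs between replicates. A different share of the sexes or of egg chambers stays open too, since the egg-chamber set was lower and the male set higher in KO.

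KO replicate 4 had the lowest score of the KO libraries on the first principal component (-0.797), still nearer to KO replicate 3 (6.83) than to any WT library (-18.9 or lower). A mislabelled WT library is argued against: 180 genes were called lower without this library, and their median change in it was -1.15 log2 units, with 152 of them below all WT libraries. An admixture of WT RNA is argued against by the same value. To bring the higher calls from their level in KO replicate 3 to that in KO replicate 4, 69.7% of the RNA would have to come from WT, and the lower genes would then stand at -0.33. Both tests had earlier forms: one on genes near 0 in the other KO libraries, which had too few genes to decide, and for the admixture another that assumed an equal mix. A weaker or different response of these flies may explain the position and was not tested.

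Lower calls were denser within 2 Mb of the targeted genes: 6 of 277 genes near CMTr1 and 13 of 480 near CMTr2, 2.51% together against 1.07% elsewhere (Fisher's exact test, two-sided, p = 0.00134). CG14418 lies in the first window. Of the named genes called higher, SPR lies in the first window and BomS1 and BomBc1 in the second. Higher calls were not denser there (4.23% against 4.61%, Fisher's exact test, two-sided, p = 0.718), so a region with more changes of any kind is argued against. Sequence variants that stayed linked to the mutant alleles, in spite of the outcrossing, could give such a pattern. The evidence is weak, since genes lie in clusters: windows of this size drawn at random on the same chromosomes were as dense in a share of 0.0571 of 10000 draws, which does not exclude chance.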
